A study of Homo sapiens with 4 samples. Its data were reported in "hLMR1, a hepatocyte-specific long noncoding RNA that represses amino acid catabolism through pre-mRNA interaction in human liver" (2026).

How the data were processed

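RNA was sequenced after chromatin isolation by RNA purification, or ChIRP, from pooled liver tissue from several donors. In ChIRP, crosslinked lysate is incubated with short biotinylated DNA probes complementary to an RNA, and the RNA held on the beads is sequenced. The series holds 4 libraries. In 2 of them the long noncoding RNA hLMR1 was captured, with probe set 1 in replicate 1 and probe set 2 in replicate 2. In 1 library the abundant long noncoding RNA LINC01018 was captured as the specificity control, and 1 library is the input. Each probe set was used in 1 library, so a difference between probe sets and a difference between libraries cannot be separated, and no p-value is given.

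The authors trimmed the reads with fastp, aligned them to GRCh38 with STAR, removed reads of low mapping quality and PCR duplicates, and called peaks with MACS2 in each library against the input. RNA was treated with DNase on the column. The 3 deposited peak lists give positions without a strand. For each peak the deposited list holds a score, the fold enrichment over the input at the summit, the −log10 of the p-value and q-value, and the distance of the summit from the start of the peak. The deposited score is the integer part of 10 times the −log10 q-value. These are the authors' values per peak and served only to describe, rank and filter peaks inside a list. The input library entered only through the authors' peak calls. The methods of the study name a removal of blacklisted regions. Peaks in each deposited list are numbered without gaps, and no blacklist was used here. The lists, and the counts below, may therefore still hold peaks that the study removed. The sequencing depth of the libraries is unknown, so the lengths of the lists were not compared as amounts of captured RNA.

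Chromosome names and peak ends were checked against GRCh38, and 100% of the peaks lay inside it. Genes came from GENCODE release 44. Reproducible hLMR1 regions followed the definition of the study, without a blacklist step here. Peaks of both probe sets that overlapped by at least 1 bp were merged, and regions touching a LINC01018 peak by at least 1 bp were removed. Overlaps were compared with 100 draws in which each peak was moved by 1 to 10 kb in a random direction, which keeps most peaks in the same transcript. Shares carry Wilson 95% intervals unless exact binomial intervals are named. The intervals cover counting error only. Region midpoints were assigned to exons of any transcript first, then to introns, then to intergenic sequence.

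The motif GCTGGGATTACA was searched on both strands in the 200 nt centred on the summit, for regions on the summit of the highest-scoring probe set 1 peak. The strand of the RNA was taken from the annotated genes, using only summits covered by genes of a single strand. Probe sequences of the study were used as reagent information and searched in the same windows. A probe site is a stretch complementary to the 20-nt probe with at most 3 mismatches and no gaps. The same search on the opposite strand served as its control, and 10 draws of moved windows gave the background. For the 10 amino acid catabolism and urea cycle genes, the number with a region and the median number of regions per gene were placed among 10000 random lists of 10 genes matched on gene length in 10 groups. These lists were drawn from protein-coding genes with a peak in any list. Expression was not matched, since no expression values were used here. Genes named in the text are hLMR1, LINC01018, the 10 listed genes and the genes at the 10 regions with the lowest sum of ranks. The 7SL genes at the 5 highest-ranked probe set 1 peaks are named outside this rule and were chosen after their values were seen. SDS, ASS1, AASS and CPS1 were shown by the study from these libraries, so their peaks are not independent evidence.

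The alternatives were a larger required overlap, a −log10 q-value of at least 10, a fold enrichment of at least 4, lists of equal size, another background, other handling of the LINC01018 peaks, other windows and mismatch limits, only the 1000 best-ranked regions, and the omission of either hLMR1 library. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9. The overlap counts of the deposited lists were checked with bedtools 2.31.1, which gave the same 6 counts. The scripts were tested on simulated data. For overlaps of peak lists, 700 of 700 planted overlaps among 2000 peaks were found. For probe sites, 6000 of 6000 planted sites were found. Among 200 simulated sets of gene counts with no planted regions, 3 placed the listed genes in the top 5% of random lists. These counts were drawn alike for all genes. They cannot show how gene length, repeated sequence or abundance would act on the comparison. KEGG enrichment and de novo motif search were not analysed here.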

Results

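The data were peak lists from ChIRP RNA sequencing of human liver, made to find RNAs associated with hLMR1. The probe set 1 library had 69237 peaks with a median width of 127 bp, and the probe set 2 library had 105962 peaks with a median width of 86 bp. The LINC01018 library had 6186 peaks with a median width of 105 bp. The median fold enrichment given by the authors was 6.97 for probe set 1, 4.77 for probe set 2 and 3.97 for LINC01018. A −log10 q-value of at least 10 was reached by 29823, 30260 and 1851 peaks, respectively. There was 1 library per probe set, so no value below has a replicate check within a probe set.

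The recovery of the targeted transcripts was examined first. The hLMR1 gene (ENSG00000243818) lies on the plus strand of chromosome 3 from 142912116 to 142942537 (GRCh38). Probe set 1 gave 7 peaks in this gene, the best at rank 10 of its list with a fold enrichment of 603. Probe set 2 gave 13 peaks, the best at rank 1 with a fold enrichment of 931, in exon 3 of 3. The LINC01018 library gave 0 peaks in hLMR1. LINC01018 lies on the plus strand of chromosome 5 from 6582136 to 6600288. Its own library gave 10 peaks there, the best at rank 1 with a fold enrichment of 3505. Probe set 1 gave 0 peaks in LINC01018, and probe set 2 gave 1 peak at rank 72501 with a fold enrichment of 3.81. At a −log10 q-value of at least 10 this peak was gone, and 6 and 8 peaks of probe sets 1 and 2 were left in hLMR1.

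The next comparison addressed whether both probe sets recovered the same sites. Of the probe set 1 peaks, 33.9% (95% interval 33.5% to 34.2%) overlapped a probe set 2 peak, against 4.78% to 5.21% for moved peaks. Of the probe set 2 peaks, 22.3% (22.1% to 22.6%) overlapped a probe set 1 peak, against 3.15% to 3.42%. Both shares lay above all 100 draws, while 66.1% of the probe set 1 peaks and 77.7% of the probe set 2 peaks had no partner. With lists cut to the 6186 best peaks each, the shared part was 18.4%. Among the 1000 best peaks of each hLMR1 list, 142 of probe set 1 overlapped 1 of probe set 2. Against the full list of the other probe set, 64.7% of the 1000 best probe set 1 peaks and 73.9% of the 1000 best probe set 2 peaks overlapped a peak. The LINC01018 list shared few peaks with the hLMR1 lists. It overlapped 427 probe set 1 peaks, or 0.617% (0.561% to 0.678%), and 972 probe set 2 peaks, or 0.917% (0.862% to 0.977%). Moved peaks gave up to 0.240% and 0.187%. Seen from the shorter list, 15.7% of the LINC01018 peaks overlapped a probe set 2 peak, against at most 3.14% after moving. A probe set 1 peak was overlapped by 6.90% of them, against at most 2.63%.

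**Figure D1:**
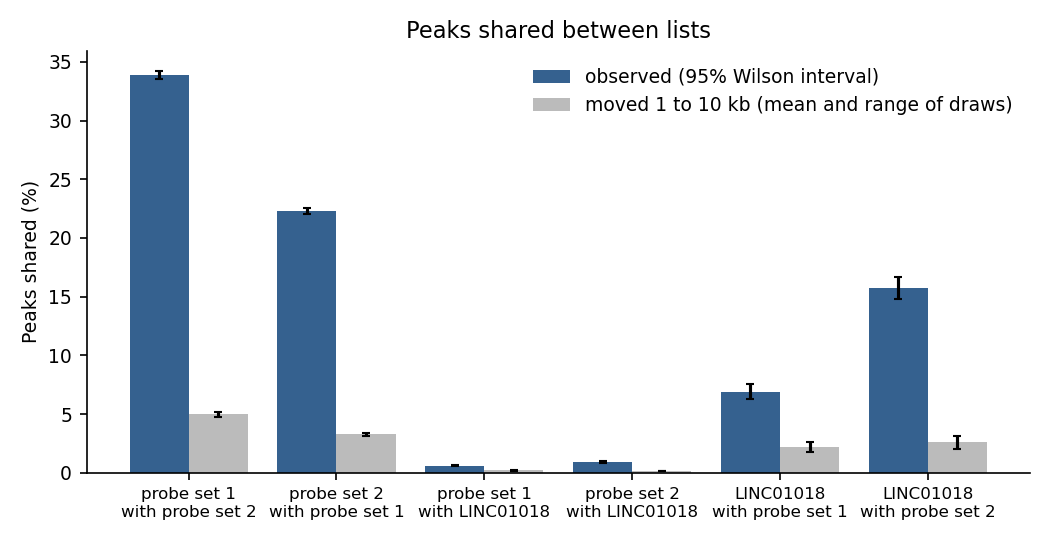
Percentage of the peaks of the first list that overlap a peak of the second by at least 1 bp. Blue bars are the observed shares with Wilson 95% intervals and grey bars the mean of 100 draws of peaks moved by 1 to 10 kb, with their range; each observed share lies above its draws, with the highest at 33.9%.

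Merging gave 23242 regions with peaks of both probe sets. Removal of 294 regions that touched a LINC01018 peak left 22948 reproducible hLMR1 regions, with a median width of 243 bp. Of the alternatives that kept both libraries and were set before the data were examined, a −log10 q-value of at least 10 moved this number most, to 7480 regions. Removal of regions with a probe site on either strand and of those outside genes of a single strand, chosen after seeing the data, left 865. The place of the regions in genes was examined next. Of the regions, 85.0% (84.6% to 85.5%) had their midpoint in an intron, against 78.4% to 79.3% for moved regions. Exons held 8.55% (8.19% to 8.91%), below the 11.5% to 12.5% of moved regions, and 6.42% were intergenic. The difference from nearby sequence was therefore a few percentage points. Introns held 80.5% of the probe set 1 peaks, 74.8% of the probe set 2 peaks and 55.2% of the LINC01018 peaks.

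Among the 10 regions with the lowest sum of ranks, 2 lay in hLMR1 itself. The best outside it lay in the 3′ UTR of ABHD2, exon 11 of 11, on chromosome 15 from 89200717 to 89201172, with fold enrichments of 640 and 269 in probe sets 1 and 2. The next was in intron 12 of 13 of F2 on chromosome 11 from 46735574 to 46736217, with 276 and 323. A region in the 3′ UTR of DNAJC22 on chromosome 12 from 49351509 to 49352054 had 223 and 776. The others lay in introns of ECHDC2, SRSF4 and AOPEP and in the 3′ UTRs of SULT2A1 and TNFAIP8L1, in the canonical transcripts. The TNFAIP8L1 region, which also overlaps MYDGF, was not searched for probe sites. Each other region outside hLMR1 held an hLMR1 probe site with at most 3 mismatches on the RNA strand. Direct capture by a probe may therefore account for them.

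The study concerned the repression of amino acid catabolism and urea cycle genes by hLMR1. Of the 10 listed genes, 9 had at least 1 reproducible region and ARG1 had 0. The 9 genes held 47 regions, 42 of them in introns. Their best regions included intron 10 of 13 of HGD (chromosome 3, 120642908 to 120643438, rank 18 among regions), intron 20 of 20 of HAL (chromosome 12, 95974698 to 95975092, rank 53), intron 7 of 13 of HPD (chromosome 12, 121850150 to 121851159, rank 147) and intron 6 of 7 of SDS (chromosome 12, 113394311 to 113394688, rank 343). The best region of CPS1 (chromosome 2, 210674166 to 210674510, rank 17) was in intron 34 of 37 of the canonical transcript and in an exon of another transcript. Overlapping peaks in the first intron of SDS had higher fold enrichments, 105 for probe set 1 and 138 for probe set 2. They are not among the regions, since a LINC01018 peak with a fold enrichment of 3.87 touched them. In 98.1% of the random lists fewer genes had a region, and in 99.92% the median number of regions per gene was lower than the 4 found here. The first percentage was 12.4% with the probe set 2 list alone and 85.5% with the probe set 1 list alone, where the median random list already had 10 and 8 genes with a region. The second was 98.4% and 99.8%. After the removal of regions with a probe site on either strand, 2 of the 10 genes had a region, and 90% of the random lists had fewer. The LINC01018 list had peaks in 6 of the 10 genes, and 99.3% of the random lists had fewer such genes in that list.

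The motif named by the study, GCTGGGATTACA, was present on either strand in 61.1% (60.5% to 61.8%) of the reproducible regions, against 9.80% to 10.9% of moved windows. It was found in 55.7% of the probe set 1 windows and 62.1% of the probe set 2 windows. In LINC01018 windows it was found in 5.66% (5.11% to 6.26%), within the 5.53% to 7.08% of moved windows. The share in regions was 86.6% in 400 nt. In 12011 regions the motif lay on a single strand inside genes of a single strand. The RNA of these genes held GCTGGGATTACA in 1224 regions, or 10.2% (exact 95% interval 9.66% to 10.7%), and its reverse complement TGTAATCCCAGC in 10787, or 89.8%. Moved windows held GCTGGGATTACA on the RNA strand in 52.9% to 58.9%. Counted over all regions in such genes, GCTGGGATTACA was on the RNA strand in 6.26% and in 5.33% to 6.18% of moved windows, whereas its reverse complement was in 54.8% of the regions and in 4.43% of moved windows. Over all windows of the single lists in such genes, GCTGGGATTACA was on the RNA strand in 10.1% for probe set 1, against 5.18% to 5.79% of moved windows, and in 17.4% for probe set 2, against 5.19% to 5.59%. Its reverse complement was in 45.4% and 43.99%, respectively. Among the 1000 best-ranked regions the share on the RNA strand was 1.26%. In exons of hLMR1, TGTAATCCCAGC occurred 2 times and GCTGGGATTACA 0 times.

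Probe sites in the peaks were then counted. Exact matches in the genome numbered 58967 for probe 5 of set 1 (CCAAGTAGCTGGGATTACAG), 3884 for probe 5 of set 2 (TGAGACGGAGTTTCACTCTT) and 3217 for probe 10 of set 2 (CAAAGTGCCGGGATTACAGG). No probe of the LINC01018 set had more than 3. Probe 5 of set 1 holds the motif. A site for a set 1 probe was on the RNA strand in 82.5% (82.0% to 83.1%) of the reproducible regions, on the opposite strand in 10.3%, and on the RNA strand of moved windows in 5.96% to 6.43%. Set 2 probes had a site on the RNA strand in 21.4% (20.8% to 21.97%) of the regions, and LINC01018 probes in 0 of 19700. At most 5 mismatches raised the set 2 share to 69.8%, where a stretch matching probe 5 of set 1 can also count for probe 10 of set 2. Of the 65 probes, 61 had a site in at most 0.333% of the windows of any full list or of the regions. The remaining 4 were the probes named above and probe 4 of set 2 (TTCCAAAATGCCGGGATTAC), with 9 exact genome matches. Probe 4 had a site on the RNA strand in 33.8% of the probe set 2 windows and 10.4% of the regions. The coverage of its sites by peaks was not counted.

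Peaks found with a single probe set were compared in the same way. In peaks of probe set 1 alone, a set 1 site was on the RNA strand in 67.7% (67.2% to 68.2%) and a set 2 site in 8.81% (8.52% to 9.11%). In peaks of probe set 2 alone, a set 2 site was on the RNA strand in 45.8% (45.4% to 46.2%) and a set 1 site in 40.5% (40.1% to 40.9%). With at most 1 mismatch, the set 1 share was 39.1% in peaks of probe set 1 alone and 2.15% in peaks of probe set 2 alone, and the set 2 share was 0.940% and 33.6%. On the opposite strand, own-set sites were in 21.3% of the peaks of probe set 1 alone and 24.02% of those of probe set 2 alone, against 7.31% and 7.46% in moved windows. In the LINC01018 list, a LINC01018 site was on the RNA strand in 1.22% (0.940% to 1.59%) and on the opposite strand in 0.178%.

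**Figure D2:**
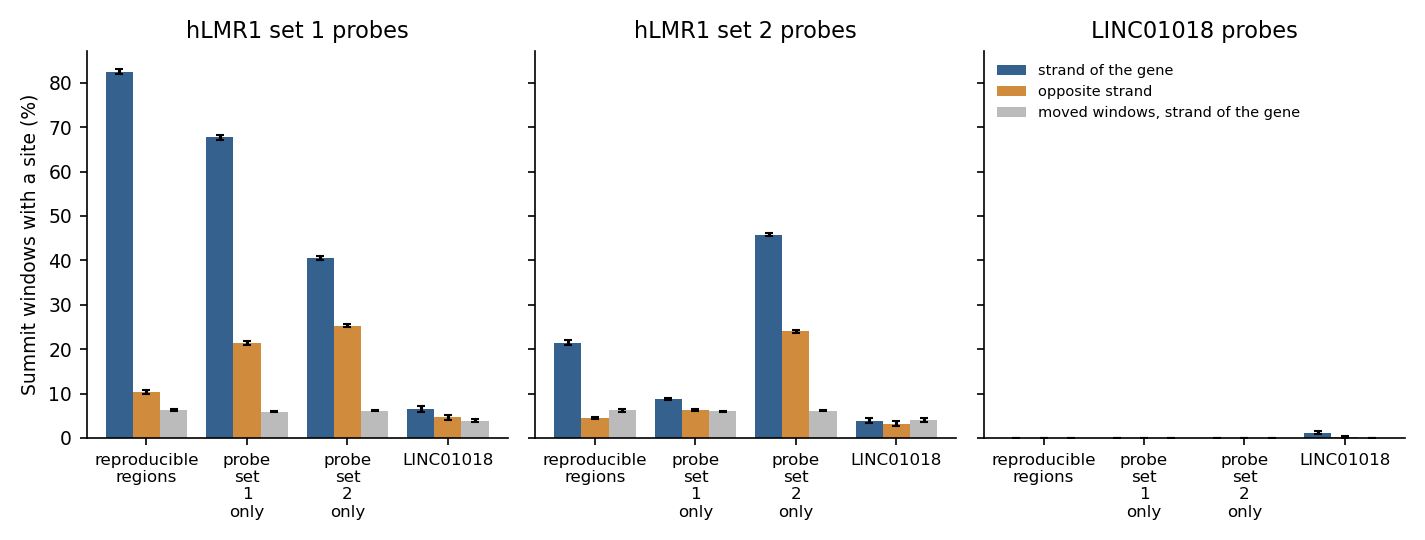
Percentage of 200-nt summit windows with a probe site of at most 3 mismatches of 20, by list and probe set, on the strand of the gene (blue), on the opposite strand (orange) and in moved windows (grey). Bars carry Wilson 95% intervals, or the range of 10 draws for moved windows; set 1 sites reach 82.5% of the reproducible regions on the strand of the gene.

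Across protein-coding genes with a peak, 11983 exact sites of probe 5 of set 1 lay on the RNA strand. A probe set 1 peak covered 56.1% of them, and 41.8%, 22.2% and 5.64% of the sites with 1, 2 and 3 mismatches. Probe set 2 peaks covered 15.2%, 14.6%, 13.002% and 24.5% of the same sites. Probe 10 of set 2 had 630 exact RNA-strand sites there and 68282 with 1 mismatch. Exact sites of probe 10 of set 2 were covered by a probe set 2 peak in 73.8%, and sites with 1, 2 and 3 mismatches in 37.4%, 10.1% and 2.85%, while probe set 1 peaks covered at most 4.15% of these probe 10 sites. For probe 5 of set 2, probe set 2 peaks covered 73.2%, 44.4%, 15.1% and 4.50% of the sites with 0, 1, 2 and 3 mismatches. Probe set 1 peaks covered 15.6%, 13.3%, 11.8% and 10.4% of the same sites, which was more than the own list at 3 mismatches. LINC01018 peaks covered at most 0.142% of the probe 5 sites of set 1. On the opposite strand probe set 1 peaks covered 9.72% of the exact probe 5 sites of set 1 and 0.942% of those with 3 mismatches. Probe set 2 peaks covered more of the exact opposite-strand sites of their own probes, 37.9% for probe 10 and 19% for probe 5 of set 2. With 3 mismatches these were 1.18% and 1.12%.

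**Figure D3:**
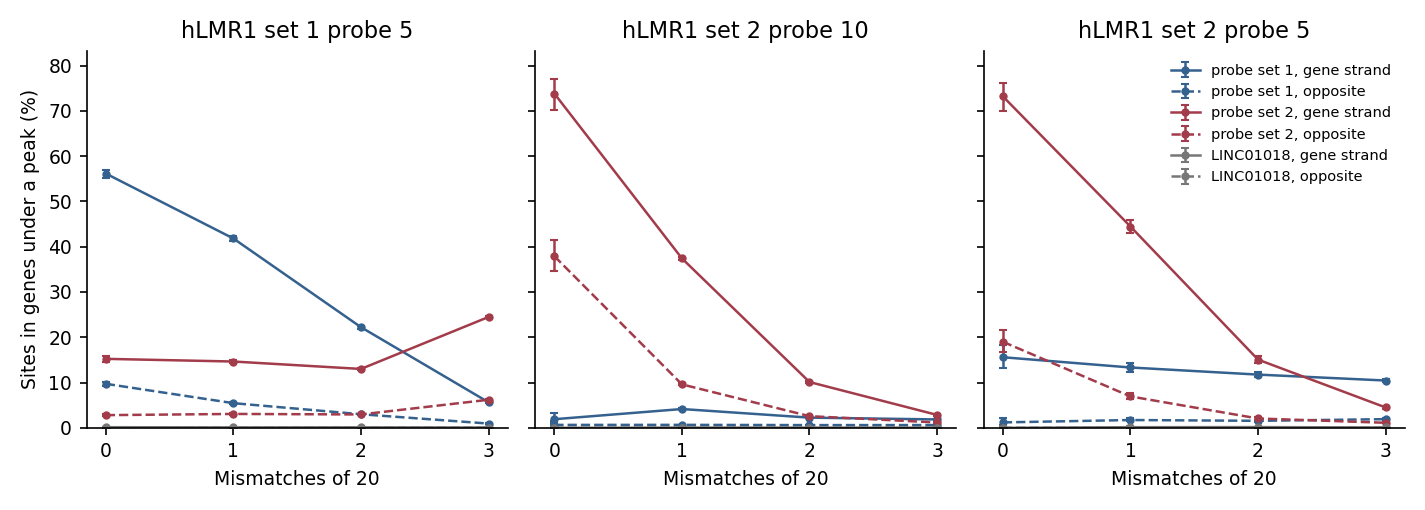
Percentage of probe sites in genes that lie under a peak, against the number of mismatches between probe and site. The 3 probes with more than 100 exact genome matches are shown, and probe 4 of set 2 is not. Solid lines are sites on the strand of the gene and dashed lines the opposite strand, with Wilson 95% intervals; coverage by the list of the same probe set falls with mismatches, from 56.1% for probe 5 of set 1.

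**Figure D4:**
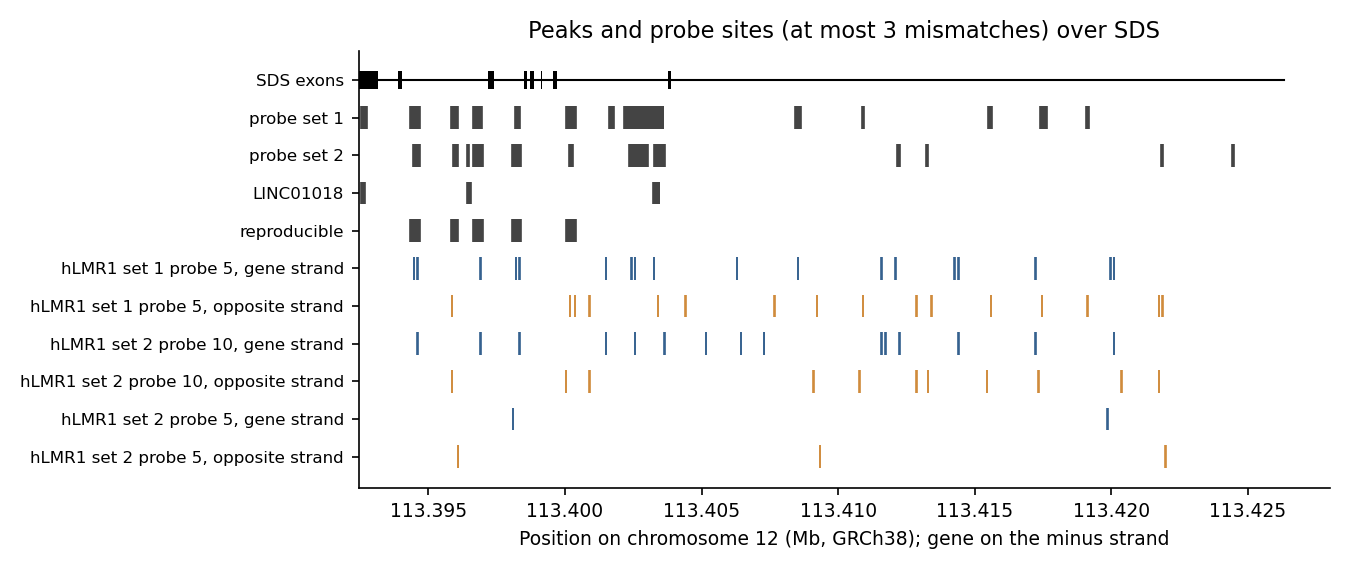
Map of SDS on chromosome 12 (position in Mb) with canonical exons, the peaks of each list, the 5 reproducible regions, and sites of the same 3 probes with at most 3 mismatches, blue on the strand of the gene and orange on the opposite strand. Of the 5 regions, 2 had no site on the strand of the gene in the 200-nt window, and both held sites on the opposite strand. Peaks of both probe sets at 113402147 to 113403604 form no region, since a LINC01018 peak touches them.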

Values the study reported

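The study named GCTGGGATTACA as its top motif and described it as complementary to nucleotides 587 to 598 of hLMR1. It used the top 1000 filtered peaks, ranked by MACS2 score, for pathway enrichment, and set the MACS2 mfold limits to 2 and 100.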

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

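Most shares rest on long peak lists, so small shifts pass their 95% intervals. Of the alternatives to the reported values, 18 stayed inside the interval or within 1.5 times the count and 82 did not, and the share of motif regions with GCTGGGATTACA on the RNA strand stayed below 50% under each alternative. Shares of regions with a probe site crossed 50% in both directions, with the mismatch limits and the wider window. The alternatives that removed regions with a probe site and the lists matched on probe sites were chosen after seeing the data. Unless a construction is named, the cause was not tested. No paired analysis was possible because the groups share no replicates beyond number 1 and no result comes from a test.

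With 50% of the shorter peak required, the shared part fell to 28.1% of probe set 1 and 18.4% of probe set 2, and to 0.546% and 0.847% with LINC01018. With 50% of both peaks, 11568 regions were left. With lists of equal size the shares were 18.4% for both probe sets, and 1.54% and 2.89% with LINC01018. Against random places on the same chromosome, the ratio of observed to background rose to 28.0 and 28.4 between probe sets, and to 9.21 and 15.1 with LINC01018, since random places leave the transcripts.

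With a −log10 q-value of at least 10, which leaves fewer peaks, 7480 regions were found. Shared parts were 25.5% and 25.2%, and 0.339% and 1.09% with LINC01018. Introns held 84.5%, the motif was in 66.2%, and it was on the RNA strand in 3.32%. Probe sites were in 92.5% of regions for set 1, and in 85.3%, 64.0% and 2.92% of the lists of probe set 1, probe set 2 and LINC01018 for their own probes. Probe set 2 had 8 peaks in hLMR1 and 0 peaks in LINC01018, and the LINC01018 list had 6 peaks in its own gene. For the gene list, 99.98% of random lists had fewer genes and 99.99% a lower median.

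In 400 nt the motif was in 86.6% of regions. Own-set sites were in 75.4% and 63.1% of the lists of probe sets 1 and 2, and in 85.4% and 82.4% of regions for sets 1 and 2. In whole regions the motif was in 77.1% and on the RNA strand in 8.64%. With at most 1 mismatch it was in 91.7% and on the RNA strand in 11.3%. Probe sites with at most 1 mismatch of 20 were in 42.1% and 10.3% of regions for sets 1 and 2, and in 40.0%, 35.2% and 0.0667% of the 3 lists for their own probes. With at most 5 mismatches of 20 these values were 85.6%, 69.8%, 75.5%, 59.0% and 10.3%. A looser limit also admits more chance sites, and 1 stretch can count for both sets. Only the 1000 best-ranked regions had the motif in 73.2%, on the RNA strand in 1.26%. With protein-coding genes only, introns held 81.1%.

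For the gene list, the share of random lists with fewer genes and the share with a lower median were 99.47% and 99.96% with a fold enrichment of at least 4, and 100% and 100% with only the 1000 best-ranked regions. They were 99.74% and 99.96% against all protein-coding genes. Against protein-coding genes with a LINC01018 peak or at least 1 exon peak they were 91.35% and 99.2%. Matched on the number of RNA-strand sites of probe 5 of set 1 they were 98.81% and 100%. With regions that had a probe site on the RNA strand removed they were 99.99% and 100%, and 3069 regions were left. With at most 5 mismatches, 2555 were left. With regions that had a probe site on either strand removed, 865 regions were left, 2 listed genes had a region, 90% of random lists had fewer genes and 0% a lower median, since the median of the listed genes was 0. These counts also leave out regions outside genes of a single strand.

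Leaving out each hLMR1 library in turn drops the requirement for both probe sets. The regions then numbered from 68810 to 104990 and introns held from 74.95% to 80.6%. The motif was in 55.8% to 62.5%, on the RNA strand in 18.1% to 28.2%. The share of random lists with fewer genes ranged from 12.41% to 85.52% and with a lower median from 98.41% to 99.78%. In these single lists the median random list had 8 to 10 of 10 genes with a region, so the number of genes could hardly stand apart, and 12.41% was the value without replicate 1. The depth of the libraries is unknown and limits any comparison of list lengths.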

Other observations

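The tests of pairing with hLMR1, of genomic DNA, of sites for at least 1 probe set, of opposite-strand sites, of mismatches and of the gene list were chosen after the results they bear on had been seen. The tests of the motif strand, of the peaks found with a single probe set, of sites for both probe sets and of the LINC01018 probes were written before the data were examined.

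In the regions with the motif, 89.8% held its reverse complement in the RNA, which is the form a probe with this motif captures directly. A candidate explanation for the motif in probe set 1 peaks is therefore capture of this sequence in transcripts by probe 5 of set 1. The sequence has many copies in transcripts, and such capture needs no hLMR1. In peaks of probe set 2 alone the motif was in 59.9% of windows, against at most 10.1% of moved windows. That probe was not used in the probe set 2 library, so it cannot account for the motif there. A candidate there is capture by probe 10 of set 2, which holds a sequence 1 base from the motif. In protein-coding genes with a peak, this probe had 68282 RNA-strand sites with 1 mismatch. Probe set 2 peaks covered 37.4% of them. Pairing with the named stretch of hLMR1 calls for GCTGGGATTACA itself in the RNA, and it was there in 10.2% of the motif regions. This argues against such pairing in most motif regions and leaves it open in the rest. Over all windows in genes of a single strand, the RNA held GCTGGGATTACA in 10.1% for probe set 1 and 17.4% for probe set 2, each above every draw of moved windows. Of the windows with GCTGGGATTACA in the RNA, 5449 of 5635 for probe set 1 and 11720 of 13907 for probe set 2 also held a site of the own probe set on the opposite strand. In windows with no own-set site on either strand, the RNA held the motif in 3.23% and 8.23%, against at most 1.06% and 1.82% of such moved windows. Without a site on the opposite strand, whatever the RNA strand held, the shares were 0.403% for probe set 1, below the draws, and 3.39% for probe set 2, above them. Pairing with hLMR1 and capture through opposite-strand sites, including sites with more than 3 mismatches, cannot be told apart here, since the motif and these sites mostly lie in the same windows. Probe set 2 holds no probe with the exact motif, so probe 5 of set 1 does not account for the excess in that list. Probe 10 of set 2 holds GCCGGGATTACA, which differs from the motif in 1 base, and probe 4 of set 2 ends in GCCGGGATTAC. Probes 10 and 4 had RNA-strand sites in 42.4% and 33.8% of the probe set 2 windows, and opposite-strand sites in 17.3% and 13.1%. The experiments of the study outside these libraries and contacts of hLMR1 by other means are not addressed. Capture of genomic DNA would place the motif on both strands alike. Of the probe set 1 windows with the motif on a single strand in genes of a single strand, 81.9% had it opposite to the gene. This argues against DNA as the source of most of these probe set 1 motif windows. The share was lower for probe set 2, at 71.9%, and for peaks of probe set 2 alone, at 64.4%. The argument is weaker there and is not extended to that list.

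Peaks of each probe set alone held sites of their own probes. The share was 67.7% for set 1 and 45.8% for set 2, each above the same sites in the peaks of the other set and above the opposite strand. Direct capture by probes of that set may account for these peaks. On the RNA strand, 32.3% and 54.2% of them had no own-set site within 3 mismatches. Counting both strands, 5476 of 55852 windows of the full probe set 1 list had no own-set site. For the full probe set 2 list it was 25888 of 80132. Coverage of exact set 1 sites was 56.1% and fell with each mismatch, as capture by the probe predicts. Copies of a repeated sequence differ in more than the probe site, and these other differences were not separated from the mismatches. Repeat elements were not annotated here. No biological explanation was tested for these peaks.

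For the reproducible regions, the prediction written before the data were examined was that most would hold a site for a probe of each set. It was not met with at most 3 mismatches in 200 nt, where 19.5% did, against at most 3.42% of moved windows. These windows were centred on probe set 1 summits. RNA-strand sites of probes 5 and 10 of set 2 inside them lay at medians of 57 and -63 nt from the summit. The 200-nt windows missed set 2 sites further out. In 400 nt, set 2 sites were in 82.4% of the regions, against 21.4% in 200 nt. The unmet prediction in 200 nt may therefore reflect the window width. The prediction was met with at most 5 mismatches (68.5%) and in 400 nt (81.0%), and not with at most 1 mismatch (2.59%). Moved windows gave at most 8.55% with 5 mismatches, 8.33% in 400 nt (1 draw) and at most 0.204% with 1 mismatch. Probe 5 of set 1 and probe 10 of set 2 share GGGATTACAG. With at most 3 or 5 mismatches, 1 stretch can therefore count for both sets. In SDS, RNA-strand sites of these probes lay at 113394598 to 113394617 and at 113394599 to 113394618. In peaks of probe set 1 alone, set 2 sites rose from 8.81% with at most 3 mismatches to 55.1% with at most 5. Whether both sets captured the same repeat in most regions cannot be told apart from other causes. The answer changes with these limits, and 1 shared stretch can meet the prediction. A site for a probe of at least 1 set was on the RNA strand in 84.4%, against 11.3% on the opposite strand. No such site was on the RNA strand in 15.6%. Of the 19700 regions in genes of a single strand, 865 had no site on either strand. Requiring both probe sets may leave in regions that each set reached by its own repeat-derived probe, but this share does not test that. It came mostly from set 1 sites, which were in 82.5% of the regions, while set 2 sites were in 21.4%.

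With at most 3 mismatches, the highest share of windows with a LINC01018 probe site in any full list or in the regions was 1.22%, below the own-set shares of both hLMR1 lists. In the LINC01018 list it was 2.92% at a −log10 q-value of at least 10 and 10.3% with at most 5 mismatches, where the own-set shares of the hLMR1 lists were at least 59.0%. A lack of repeat sequence in the LINC01018 probes is a candidate explanation for the short control list and would leave it unable to remove repeat-derived peaks. Depth is unknown and stays open as another reason.

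Sites on the strand opposite to the gene were in 21.3% of the peaks of probe set 1 alone, about as often in those of probe set 2 alone, and above moved windows. Genomic DNA left after DNase and RNA from the other strand predict this alike, and they cannot be told apart because the lists carry no strand.

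The listed amino acid genes stood apart from random lists. The number of RNA-strand sites of probe 5 of set 1 in the gene does not account for it alone, since 98.8% of lists matched on that number still had fewer genes with a region. With the probe set 2 list alone, 12.41% of random lists had fewer genes, where the typical random list already had 10 of 10 genes with a region, and 98.41% had a lower median number of regions. In the LINC01018 list, made without hLMR1 probes, 99.3% of random lists had fewer genes with a peak. Random lists were also drawn from protein-coding genes with a LINC01018 peak or at least 1 exon peak. Of these, 91.35% had fewer genes with a region, and 99.2% still had a lower median number of regions. High abundance of these transcripts in liver may therefore explain the list result, and expression was not measured here. The best region of each of the 9 genes held a probe site on the RNA strand. Counting only regions in genes of a single strand and without a probe site on the RNA strand, 7 genes and 15 of the 47 regions were left, and 99.99% of random lists had fewer genes. Without a site on either strand, 2 genes and 4 regions were left, and 90% of random lists had fewer genes.

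The 5 highest-ranked probe set 1 peaks lay in 7SL RNA genes or pseudogenes, with fold enrichments, in the order of their ranks, of 17.5 at RN7SL2, 11.8 at RN7SL1, 207 at RN7SL5P, 116 at RN7SL767P and 163 at RN7SL396P. They were chosen after their values were seen, and their cause was not tested.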
